# Investigating the effects of liquid handling robot pipetting speed on yeast growth and gene expression using growth assays and RNA-seq

**DOI:** 10.17912/micropub.biology.001566

**Published:** 2025-05-13

**Authors:** Shodai Taguchi, Ryosuke Matsuzawa, Yasuyuki Suda, Kenji Irie, Haruka Ozaki

## Abstract

Assessing the impact of experimental parameters like pipetting speed is essential in life science research but challenging in manual experiments. Recent advancements in laboratory automation enable precise control and systematic evaluation of these parameters. Here, we employed the Opentrons OT-2, an affordable, open-source liquid handling robot, to systematically investigate the effect of pipetting speed on growth and gene expression in the budding yeast *Saccharomyces cerevisiae* . Growth assays revealed no significant differences across the tested pipetting speeds (ANOVA, p > 0.05). RNA-seq analysis corroborated these findings, demonstrating highly similar gene expression profiles across all 24 samples (minimum Pearson correlation coefficient = 0.9528), with no differentially expressed genes identified by generalized linear model analysis (false discovery rate > 0.01). Our results highlight the utility of robotic platforms in optimizing experimental parameters, improving reproducibility, and enhancing accuracy in biological research, thus providing valuable insights for future applications.

**Figure 1. Pipetting speed does not affect growth rate and gene expression profile:**
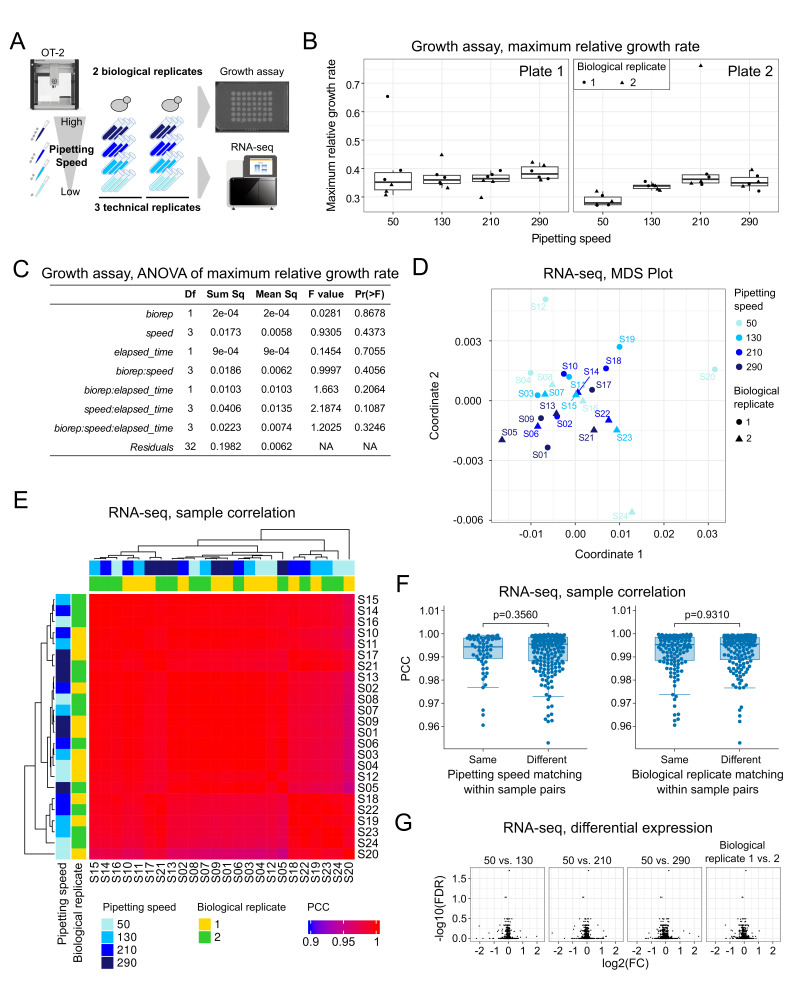
A: Schematic overview of experimental design. B: Box plots of maximum relative growth rate (maximum slope of log-scaled growth curve) for different pipetting speeds in each plate. The point shapes represent biological replicates. C: Summary of three-way ANOVA assessing the effects of biological replicate (biorep), pipetting speed, and elapsed time, along with their interactions, on the measured response variable. D: Multidimensional scaling (MDS) plot based on expression of 5,193 genes measured by RNA-seq across 24 samples. Each point represents a sample, colored by pipetting speed (µL/s), and shaped by biological replicate (circle:Replicate1, triangle: Replicate2). E: Heatmap of pairwise Pearson correlation coefficients (PCCs) of 5,193 gene expression between 24 samples. Color intensity reflects similarity in gene expression (red = high correlation, blue = low correlation). Dendrograms represent hierarchical clustering of samples. Pipetting speed and biological replicate are annotated by color keys along the margins. The PCC values are shown in Supplementary Table 1. F: Box plots showing PCC distributions for all sample pairs, grouped according to whether the paired samples shared the same pipetting speed (left) or biological replicate (right). No significant differences in PCC distributions were observed (p = 0.3560, left; p = 0.9310, right; Wilcoxon rank-sum test). G: Volcano plots of differential gene expression in the pipetting speed conditions of 130, 210, and 290 µL/sec compared to that of 50 µL/sec, and biological replicate 1 compared to biological replicate 2. Each point represents a gene. The x- and y-axes represent log2 fold change and −log10 false discovery rate (FDR), respectively.

## Description

In life science experiments, it is crucial to evaluate how various experimental parameters influence cellular responses. However, in manual experiments, certain experimental parameters are difficult to control precisely, making it challenging to determine appropriate parameter ranges. Recent advancements in laboratory automation, particularly robotic execution of experimental procedures, provide an opportunity to achieve precise control over these parameters and assess their impact. For example, an automated robotic culture system was used to precisely manipulate environmental parameters such as fluidics, optical density, temperature, and stirring rate, and to accurately measure the resulting biological responses (Wong et al. 2018) . Likewise, previous studies have demonstrated the effectiveness of automated experimental machines in determining feasible ranges of experimental parameters (Kanda et al. 2022; Sandu et al. 2024; LeSaout et al. 2016) .

One critical experimental parameter that has not been extensively studied is pipetting speed. Pipetting is a fundamental laboratory procedure used for mixing and suspending liquid reagents or cell cultures. In robotic experiments, optimizing pipetting speed is essential, representing a balance between enhancing operational efficiency and minimizing unintended effects on the cellular state (Quijano Velasco et al. 2024) . Faster pipetting speeds can generate higher shear stress at the pipette tip, which may impose mechanical forces on cells. Previous work has shown that such bioprocess forces—arising from pipetting or capillary transfer—can influence cellular behavior, including survival and differentiation (Brindley et al. 2011) . However, despite its potential importance, the influence of pipetting speed on biological experiments, —particularly when systematically varied using liquid-handling robots and evaluated through gene expression and cell growth—remains poorly investigated.

In this study, we systematically varied pipetting speed and evaluated its effects on the growth and gene expression of *Saccharomyces cerevisiae* , a widely used eukaryotic model organism in yeast research. The experiments were conducted using Opentrons OT-2, an affordable liquid-handling robot (Tegally et al. 2020) that has been commonly adopted to automate experimental procedures in yeast research (Taguchi et al. 2023; Miettinen et al. 2022; Dubencovs et al. 2021; Jiang et al. 2020; Bertaux et al. 2022; Liu, Gygi, and Paulo 2021) .

To investigate the effects of pipetting speed on cellular responses, we designed an experiment using an OT-2 liquid handling robot ( **Figure 1A** ), enabling precise control and standardization of pipetting parameters. Yeast cultures were prepared and subjected to a series of pipetting actions (aspiration, mixing, and dispensing) at the four distinct speeds (50, 130, 210, 290 μL/s). Two biological replicates, consisting of identical clones from separate culture batches, were used, and each experiment was performed in triplicate (3 technical replicates). To evaluate the impact of pipetting speed on yeast growth, a quantitative growth assay was conducted on two agar plates. In parallel, RNA sequencing (RNA-seq) was performed on the cells following pipetting to assess changes in gene expression.

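RNA was sequenced from 24 samples, 6 at each of the pipetting speeds of 50, 130, 210 and 290 µL/s. The 6 samples of a speed were 3 technical replicates of each of 2 biological replicates. A sample is named here by its speed, its biological replicate and its technical replicate, so that 50 µL/s B1T3 is technical replicate 3 of biological replicate 1 at 50 µL/s. The authors aligned the reads to the W303 genome with STAR and deposited RSEM expected counts and TPM for 5193 genes in each sample. The expected counts summed to between 11555761 and 15464428 per sample, with a median of 13385155.5 at 50 µL/s, 13164179 at 130 µL/s, 12696844.5 at 210 µL/s and 13070536.5 at 290 µL/s. The 50 most abundant genes held 29.7% of all counts. After exclusion of the 51 genes with an average count of 1 or less, as in the paper, 5142 genes were kept. Their median average count was 956 per sample. Counts of technical replicates of the same speed and biological replicate differed by more than counting noise in each of 24 pairs, with a chi-square per degree of freedom between 9.11 and 133. Expected counts were rounded to whole numbers and normalized by TMM, and each gene was tested with edgeR's quasi-likelihood test in the paper's model, count ~ speed + biorep, with Benjamini-Hochberg adjustment. The paper's text names the GLM mode of edgeR but not the test within it. PCCs were computed over the 5142 genes from the expected counts on the linear scale, which gives the same PCC for any scaling by library size. The paper's model has no term for technical replicate, so models with that term, and models within 1 technical replicate number, were fitted beside it. The sample labels and the paper's methods give different shaking speeds and medium volumes for the cultures, and neither enters the values.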

In the quantitative growth assay, we performed time-lapse imaging of yeast colonies on agar plates and quantified the maximum slope of log-scaled growth curve as an estimate of maximum relative growth rates. The observed maximum relative growth rates are mostly below 0.40 h ^-1^ , which aligns with previously reported steady-state growth rates for yeast (Boender et al. 2009) , indicating that the experimental setup itself does not affect growth and allowing for valid comparisons of pipetting speed effects across different yeast experiments ( **Figure 1B** ). The analysis of variance (ANOVA) indicated that varying pipetting speeds did not significantly affect the maximum relative growth rate ( **Figure 1C** ).

Next, to investigate whether pipetting speed affects gene expression, we performed RNA-seq on yeast samples collected after pipetting at four different speeds. In total, 24 samples were analyzed. Multidimensional scaling (MDS) analysis revealed that all samples clustered closely together, with no distinct separation based on pipetting speeds or biological replicates ( **Figure 1D** ). Similarly, the Pearson correlation coefficients (PCC) of gene expression between samples were consistently high across all pairs (minimum PCC = 0.9528), indicating minimal variability due to pipetting speed or biological replicates ( **Figure 1E** ).

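MDS was computed from the distances 1 − PCC between the 24 samples. Coordinate 1 held 94.5% of the sum of positive eigenvalues and coordinate 2 held 3.9%. Negative eigenvalues came to 36.3% of that sum, so shares of squared distance need not add up to the whole. The mean position on coordinate 1 was 0.004 ± 0.0157 (SD, n = 6) at 50 µL/s, 0.0005 ± 0.0078 (SD, n = 6) at 130 µL/s and −0.0045 ± 0.0078 (SD, n = 6) at 290 µL/s, and the 6 samples at 210 µL/s lay between −0.00846 and 0.00754. Pipetting speed accounted for 9.59% of the sum of squares on coordinate 1 (permutation test of labels within the other factors, p = 0.0541). Biological replicate accounted for 0.176% (exact permutation test, p = 0.736). Technical replicate number accounted for 67.2% (permutation p = 1e-05, the smallest that 100000 permutations can give). Of the squared distance over all coordinates, speed took 7.27% (permutation p = 0.152), biological replicate 0.566% (exact permutation p = 0.467) and technical replicate number 89.6% (permutation p = 1e-05, again the smallest possible). The mean position was −0.0082 ± 0.0039 (SD, n = 8) for technical replicate 1, −0.0025 ± 0.0035 (SD, n = 8) for technical replicate 2 and 0.0108 ± 0.0089 (SD, n = 8) for technical replicate 3. All 8 samples of technical replicate 3 lay above all 8 of technical replicate 1, at every speed and in both biological replicates. The share of speed on coordinate 1 moved most with TPM, to 15.3% (permutation p = 0.00389), and its share of squared distance rose to 20.4% (permutation p = 0.00879). With the square root of 1 − PCC as the distance, speed took 7.58% of squared distance (permutation p = 0.00449) and 6.72% of coordinate 1 (permutation p = 0.00868). Over all 24 samples, a factor's share of this squared distance rests on the mean PCC of pairs that share the factor. Its test is therefore the permutation test of pairs given below, and not a further one. With 1 sample left out, the share of speed on coordinate 1 lay between 7.25% and 13.3%, and its permutation p fell below 0.05 without 290 µL/s B1T1 (11.9%), 50 µL/s B1T1 (12.2%), 50 µL/s B1T2 (13.3%), 290 µL/s B2T2 (10.2%), 210 µL/s B1T3 (9.86%) or 50 µL/s B1T3 (7.86%). The share of biological replicate in squared distance was 9.05% without the 50 most abundant genes (exact permutation p = 0.0117), 4.93% with log2(TPM + 1) (exact permutation p = 0.0459) and 2.96% with the square root of 1 − PCC (exact permutation p = 0.0273). Without 50 µL/s B1T3 it was 3.42%, with a permutation p below 0.05.

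**Figure D1:**
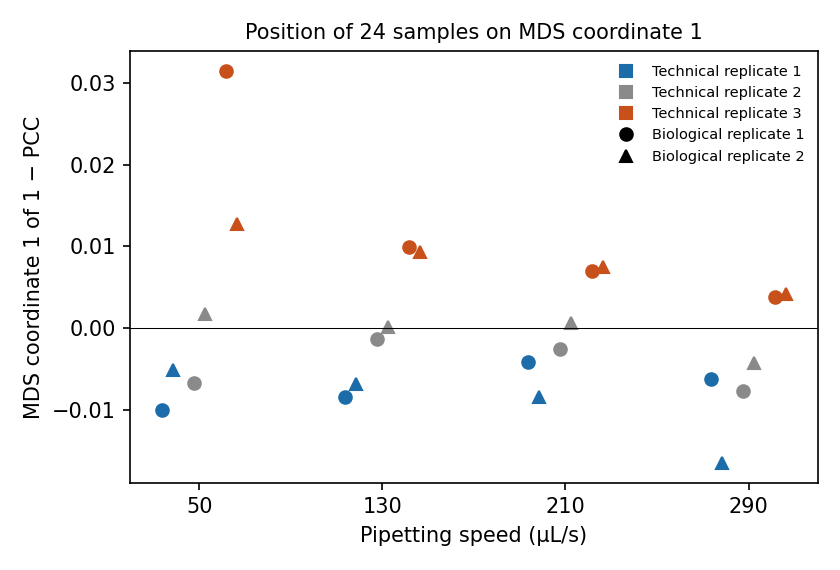
Position of each of the 24 samples on MDS coordinate 1 of the 1 − PCC distances (vertical axis, no unit) at each pipetting speed (horizontal axis, µL/s, points offset sideways for legibility), with color for the technical replicate and shape for the biological replicate. The 8 samples of technical replicate 3 lie between 0.00379 and 0.0315, and the 8 of technical replicate 1 between −0.0165 and −0.0041.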

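Over all pairs of samples, the PCC ranged from 0.9528 to 0.9998 with a median of 0.9954. The lowest PCC was that of 290 µL/s B2T1 with 50 µL/s B1T3. Of the 23 pairs with a PCC below 0.98, 15 included 50 µL/s B1T3, and without this sample the lowest PCC was 0.973. The 84 pairs that shared a technical replicate number had a mean PCC of 0.9974 ± 0.00294 (SD), and the other 192 pairs one of 0.9900 ± 0.00923 (SD). This difference of 0.0074 was larger than in 100000 permutations of the technical replicate labels within speed and biological replicate (p = 1e-05, the smallest that they can give). Pairs within technical replicate 1 had a median PCC of 0.9992, pairs within technical replicate 2 one of 0.9985, and pairs within technical replicate 3 one of 0.9968. Between technical replicates 1 and 3, the median over 64 pairs was 0.9861. The expression values used moved the lowest PCC, which was 0.934 with TPM, 0.970 with log2(CPM + 1) and 0.917 after the 50 most abundant genes were left out.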

To provide additional perspective on the high PCC values observed, we evaluated whether pipetting speed had any discernible effect on gene expression similarity. We stratified all sample pairs into groups based on whether the pair had the same or different pipetting speeds and compared the distributions of their PCCs. If pipetting speed introduced a meaningful difference in gene expression, we would expect lower PCCs in pairs with different speeds. However, the distributions were not significantly different (p = 0.3560, Wilcoxon rank-sum test,), suggesting that pipetting speed did not impact overall gene expression similarity ( **Figure 1F, left** ). 

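The 60 pairs that shared a pipetting speed had a median PCC of 0.9943 and a mean of 0.9918 ± 0.00869 (SD), and the 216 pairs with different speeds a median of 0.9955 and a mean of 0.9924 ± 0.00855 (SD). The Wilcoxon rank-sum test over pairs, which unlike a permutation test takes pairs as independent, gave p = 0.356. Each sample enters 23 pairs, and only 12 of the 60 pairs that shared a speed also shared a technical replicate number, against 72 of the other 216. Speed labels were therefore permuted within biological and technical replicate, which keeps this makeup. The difference in mean PCC was −0.000619, and the mean over 100000 permutations was −0.00108. Pairs that shared a speed were thus more alike than permuted pairs by 0.000465 (permutation test, two-sided around the mean of the permutations, a measure chosen after the results were seen, p = 0.00449). With the other expression values and filters tried, this p lay between 0.00104 and 0.00788. For comparison, pairs that shared a technical replicate number exceeded the mean of their permutations by 0.00712. Leaving out 1 sample unbalances the pairs. The permutation p stayed below 0.05 without any 50 µL/s sample (largest 0.0117, without B1T3), 290 µL/s B1T3 (0.00559) or 290 µL/s B2T3 (0.0049). It was above 0.05 without 290 µL/s B1T1 (0.847), B2T1 (0.73, with pairs of a speed less alike by 0.000127), B1T2 (0.847) or B2T2 (0.602), without 210 µL/s B1T1 (0.372), B2T1 (0.37), B1T2 (0.287), B2T2 (0.303), B1T3 (0.101) or B2T3 (0.13), and without 130 µL/s B1T1 (0.103), B2T1 (0.127), B1T2 (0.128), B2T2 (0.0936), B1T3 (0.0578) or B2T3 (0.0724). The share of speed in squared distance with the square root of 1 − PCC, which adjusts for the other factors, was 5.82% to 9.05% without 1 sample, with a permutation p of at most 0.0305 in all 24 fits. Comparisons within 1 technical replicate number each had 4 pairs that shared a speed and 24 that did not. The exact permutation p around the mean of the permutations was 0.75 for technical replicate 1, 0.25 for 2 and 0.0833 for 3. The difference beyond that mean was −4.52e-05 within technical replicate 1, where pairs of a speed were less alike. It was 0.000327 within technical replicate 2 and 0.00189 within 3, where they were more alike.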

As an internal control we also compared PCC distributions between pairs of the same or different biological replicates and found no significant difference (p = 0.9310, Wilcoxon rank-sum test) ( **Figure 1F, right** ). These results support that the gene expression profiles remain stable across the pipetting speed conditions tested.

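The 132 pairs within a biological replicate had a mean PCC of 0.9922 ± 0.00879 (SD) and the 144 pairs between the 2 biological replicates one of 0.9924 ± 0.00839 (SD), with medians of 0.9953 and 0.9955. The Wilcoxon rank-sum test gave p = 0.931, while an exact permutation test exchanged the biological replicate labels within speed and technical replicate. The difference in mean PCC was −0.000214 and the mean over all 4096 labellings was −0.00047, so pairs within a biological replicate were more alike than under exchanged labels by 0.000255 (exact permutation test, two-sided around that mean, p = 0.0273). With the other expression values and filters tried, this p lay between 0.00439 and 0.0356. Without 1 sample it was below 0.05 for each of the 12 samples of biological replicate 1. It was above 0.05 without any sample of biological replicate 2, at 0.472 (290 µL/s B2T1), 0.372 (210 µL/s B2T1), 0.33 (130 µL/s B2T1), 0.277 (50 µL/s B2T1), 0.433 (290 µL/s B2T2), 0.266 (210 µL/s B2T2), 0.246 (130 µL/s B2T2), 0.171 (50 µL/s B2T2), 0.52 (290 µL/s B2T3), 0.577 (210 µL/s B2T3), 0.681 (130 µL/s B2T3) and 0.756 (50 µL/s B2T3). Within technical replicate 1, mean PCCs were 0.99903 for the 12 pairs that shared a biological replicate and 0.99899 for the other 16 (exact permutation test, p = 0.875). They were 0.99841 and 0.99762 within technical replicate 2 (exact permutation test, p = 0.125), and 0.99638 and 0.99456 within technical replicate 3 (exact permutation test, p = 0.125). Each of these comparisons rests on only 16 labellings, of which each one and its mirror image are the same, so none can reach 0.05.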

Moreover, a generalized linear model (GLM) analysis comparing gene expression across different pipetting speeds (50 vs. 130, 210, and 290 μL/s) and between biological replicates detected no differentially expressed genes with a false discovery rate (FDR) < 0.01 ( **Figure 1G** ). These results indicate that within the tested range, pipetting speed does not affect yeast gene expression profiles.

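In the model of the paper, 0 genes differed between 130 and 50 µL/s at an FDR below 0.01 by edgeR's quasi-likelihood test, by DESeq2, by limma-voom and by edgeR's likelihood ratio test, with 88 genes at an unadjusted p below 0.05 by the first. The gene with the lowest p was MEI5 (YPL121C), with 0.174 CPM and a log2 fold change of −2.04 (standard error 0.61, FDR = 1.00). Between 210 and 50 µL/s the 4 tools also gave 0 genes, with 158 at an unadjusted p below 0.05, and TDA6 (YPR157W) came closest, with a log2 fold change of −0.52 (standard error 0.11, FDR = 0.786). Between 290 and 50 µL/s, 2 genes passed the threshold by the quasi-likelihood test, against 11 by DESeq2, 1 by limma-voom and 2 by the likelihood ratio test. URA2 (YJL130C) rose from 2024 ± 124 CPM (SD, n = 6) at 50 µL/s to 2379 ± 184 CPM (SD, n = 6) at 290 µL/s, a log2 fold change of 0.23 (standard error 0.035, FDR = 0.00599, edgeR). RPL39 (YJL189W) fell from 153 ± 15.3 CPM (SD, n = 6) to 120.3 ± 9.53 CPM (SD, n = 6), a log2 fold change of −0.35 (standard error 0.057, FDR = 0.00952, edgeR). Without 1 sample, this comparison gave 0 genes for 14 of the 24 samples. These were the 290 µL/s samples other than B1T1, the 50 µL/s samples other than B1T1 and B2T1, 210 µL/s B1T1, B2T1 and B1T2, and 130 µL/s B2T1 and B1T2. It gave 3 genes without 50 µL/s B1T1, 2 without 130 µL/s B1T1 and 1 without any of the other 8. URA2 kept an FDR below 0.01 in 10 of these 24 fits and RPL39 in 2. Between the biological replicates 0 genes passed by the quasi-likelihood test and by limma-voom, 13 by DESeq2 and 5 by the likelihood ratio test, with 540 at an unadjusted p below 0.05 by the first. IRC7 (YFR055W) had the lowest p, with a log2 fold change of −0.25 in biological replicate 2 against 1 (standard error 0.043, FDR = 0.0453, edgeR). Without 130 µL/s B1T1, 1 gene passed.

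**Figure D2:**
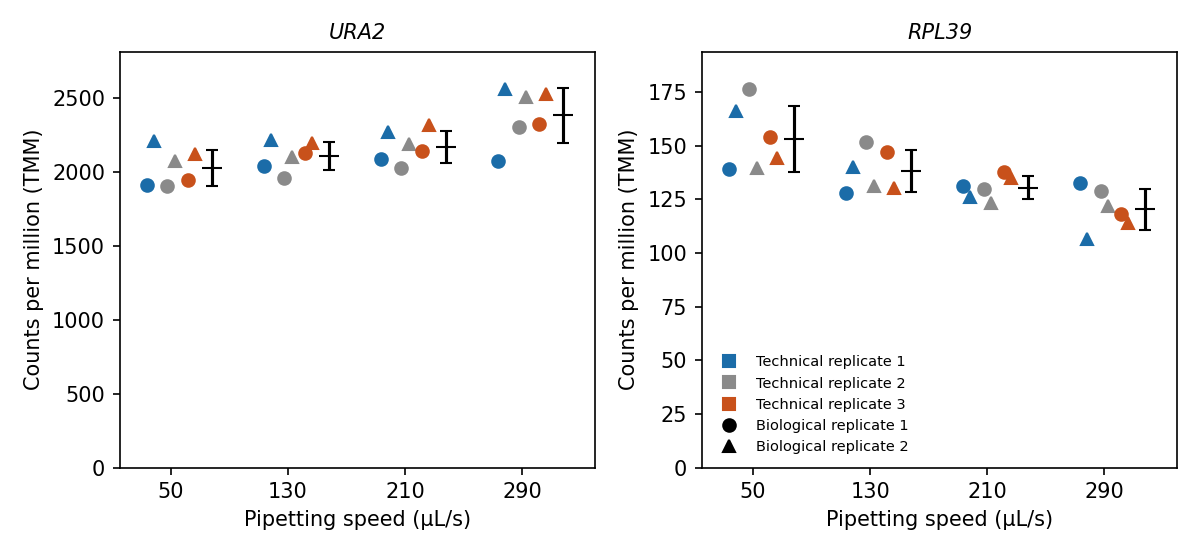
TMM-normalized CPM of URA2 and RPL39 (vertical axes, from 0) in each of the 24 samples at each pipetting speed (horizontal axes, µL/s), with color for the technical and shape for the biological replicate, and the mean ± SD of the 6 samples in black beside them. The mean of URA2 is 2024 at 50 µL/s and 2379 at 290 µL/s, and that of RPL39 is 153 and 120.3.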

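A joint test of the 3 speed coefficients gave 0 genes by the quasi-likelihood test and limma-voom and 2 by both DESeq2 and the likelihood ratio test, with 178 genes at an unadjusted p below 0.05 by the first. A joint test of speed and biological replicate gave 1 gene, URA2 (FDR = 0.00304, edgeR), and 24 genes by DESeq2. It gave 0 genes without 50 µL/s B1T1, 290 µL/s B2T1, 130 µL/s B1T2, 50 µL/s B1T2, 290 µL/s B2T2 or 290 µL/s B2T3. A linear trend over the 4 speeds was found for 2 genes, with a slope for URA2 of 0.07 on the log2 scale per step of 80 µL/s (standard error 0.011, FDR = 0.00259, edgeR). The trend gave 0 genes without 290 µL/s B2T1, 290 µL/s B1T3 or 290 µL/s B2T3. An interaction of speed with biological replicate was found for 0 genes by each of the 4 tools, with 29 at an unadjusted p below 0.05 by edgeR's quasi-likelihood test and RSP5 lowest. An interaction of speed with technical replicate was also found for 0 genes by each tool, with 136 at an unadjusted p below 0.05 and YHL005C lowest. Technical replicate, which is not in the paper's model, had 2478 genes at an FDR below 0.01. With technical replicate as a term, the comparison of 290 with 50 µL/s gave 202 genes, 91 higher and 111 lower, URA2 and RPL39 among them. In the same model 0 genes differed at 130 µL/s (234 at an unadjusted p below 0.05, and 0 by DESeq2, limma-voom and the likelihood ratio test). At 210 µL/s it was 0 genes as well (484 at an unadjusted p below 0.05, 0 by limma-voom, 2 by DESeq2 and 3 by the likelihood ratio test). Between biological replicates 19 genes differed, and 35 among the 4 speeds. Without 1 sample, the 202 genes became 70 (290 µL/s B1T2), 71 (290 µL/s B1T3), 84 (290 µL/s B2T1), 87 (290 µL/s B2T3), 94 (50 µL/s B2T1 or 50 µL/s B1T3), 101 (290 µL/s B2T2), 130 (50 µL/s B1T2), 418 (50 µL/s B1T1) or 446 (290 µL/s B1T1). Fitted within technical replicate 1 alone, 290 against 50 µL/s gave 0 genes with 413 at an unadjusted p below 0.05 by edgeR. Within technical replicate 2 it gave 11 genes, and within technical replicate 3 it gave 47. The biological replicates differed in 0, 401 and 121 genes within technical replicates 1, 2 and 3. Each biological replicate is 1 culture, so these counts rest on the spread between libraries and not between cultures.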

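The largest effects left open by these data were estimated from the 95% confidence intervals of the fold changes in the paper's model. The median standard error of a log2 fold change was 0.07 for each speed against 50 µL/s. The interval excluded a change of 2-fold in either direction for 5028 of the 5142 genes (97.8%) at 130 µL/s, for 5034 (97.9%) at 210 µL/s and for 5019 (97.6%) at 290 µL/s. A change of 1.5-fold was excluded for 94.4%, 93.6% and 91.6% of the genes. Counts were simulated gene by gene with the means, library sizes and spread of these samples. They had no correlation between genes and no shift shared by samples of 1 technical replicate number, so recovery in the real samples may differ. In the simulated counts, 200 of the 5142 genes were changed at 290 against 50 µL/s. The paper's model recovered 93.5% of them at a 2-fold change, 86% at 1.5-fold and 51.5% at the smallest change simulated, which was below 1.5-fold, and with a term for technical replicate 96%, 91.5% and 82% were recovered. The called changes in that second model were small, with a median absolute log2 fold change of 0.20 and a maximum of 0.61 over the 202 genes.

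Gene sets were tested with camera in the model with the technical replicate term, over 6 gene lists and 7 contrasts fixed in advance. Of the 42 tests, 23 passed an adjusted p of 0.05, of which 8 were for speed, 4 for biological replicate and 11 for technical replicate. With fry 15 passed (3, 2 and 10), and with a correlation between genes estimated from the data 0 passed. At 290 against 50 µL/s, all 68 genes matched by the name rule for ribosomal proteins were lower, with a median log2 fold change of −0.17 (camera adjusted p = 6.5e-37, fry adjusted p = 1.12e-04). The rule also matched RPP1, a subunit of RNase P, and without it the other 67 were all lower, with a median of −0.17 (camera adjusted p = 2.77e-37, fry adjusted p = 1.16e-04). Many of these genes have near-identical copies between which RSEM divides reads, so their values are not independent. All 20 ribosome biogenesis genes were lower, with a median of −0.18 (camera adjusted p = 9.3e-07, not past 0.05 by fry). Of 17 stress response genes 16 were higher, with a median of 0.20 (camera adjusted p = 4.47e-08, fry adjusted p = 0.00482). These medians kept their sign under DESeq2's size factors and under total counts. The gene set tests were not repeated with permuted speeds or without 1 sample. Across genes, the change from 50 to 290 µL/s correlated with that from technical replicate 1 to 3 at r = −0.621. Over 100 permutations of speed within replicates, this r ranged from −0.677 to 0.648. Sets that move together between technical replicates can thus shift together under permuted speeds as well. At 210 µL/s, 62 of the 67 ribosomal protein genes left were lower, with a median of −0.10, and at 130 µL/s 62 were, with a median of −0.04. Ribosome biogenesis genes did not pass with camera at 130 µL/s (16 of 20 lower, adjusted p = 0.122) or 210 µL/s (17 of 20 lower, adjusted p = 0.065). Stress response genes passed with camera at 130 µL/s (14 of 17 higher, adjusted p = 0.00295) and 210 µL/s (15 of 17 higher, adjusted p = 1.67e-07). With fry they passed at neither speed (adjusted p = 0.551 and 0.113). Heat shock factor targets, cell wall integrity genes and glucose-repressed genes had medians of 0.00, 0.01 and −0.00 at 290 µL/s, with camera adjusted p of 0.839, 0.839 and 0.465. At 210 µL/s, 11 of the 16 glucose-repressed genes were higher, with a median of 0.10 (camera adjusted p = 0.0114, fry adjusted p = 0.551). At 290 µL/s the test of these genes pointed up while the median was below 0, and the median of the heat shock factor targets was below 0 under total counts. Without the 4 heat shock factor targets that are also on the stress response list, the other 12 passed with camera at 130 µL/s (median −0.04, adjusted p = 0.00438) and 210 µL/s (median −0.05, adjusted p = 0.0058) and not at 290 µL/s (median −0.05, adjusted p = 0.213), and with fry at none of the 3 speeds. From the absence of differentially expressed genes and from the PCC distributions, the paper concludes that pipetting speed does not affect yeast gene expression profiles within the tested range (Fig. 1F and 1G).

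**Figure D3:**
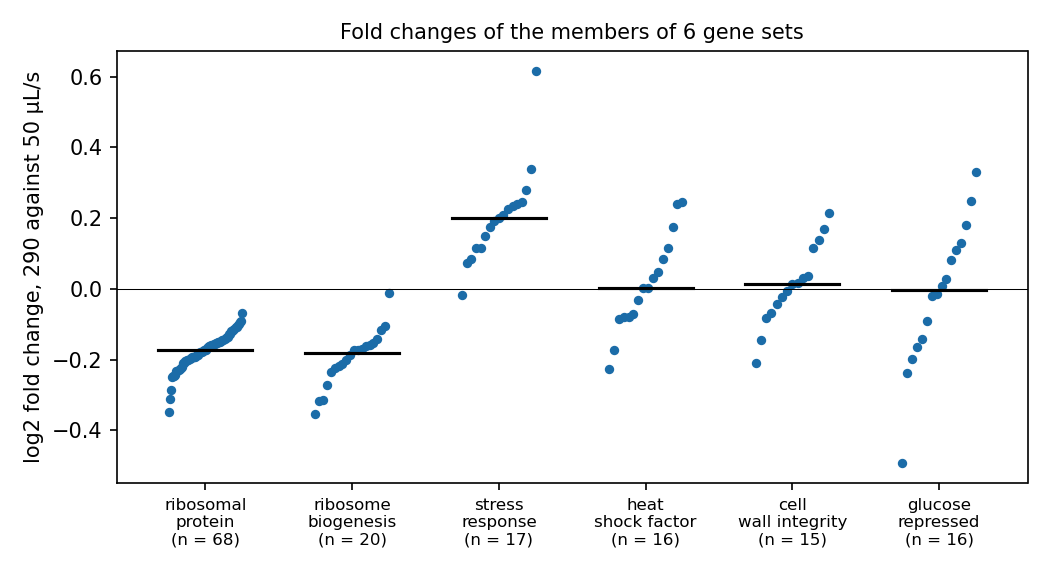
The log2 fold change at 290 against 50 µL/s (vertical axis) of each member of 6 gene lists (horizontal axis), in the model with a term for technical replicate, with 1 point per gene and a bar at the median. All 68 genes of the ribosomal protein list, RPP1 among them, and all 20 ribosome biogenesis genes lie below 0, and 16 of the 17 stress response genes lie above 0.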

In conclusion, within the range of pipetting speeds investigated, variations in pipetting speed did not impact the maximum relative growth rate and the gene expression profiles of yeast. This suggests, in the absence of other constraints **,** the fastest possible pipetting speed (290 μL/s) can be set in yeast experiments using OT-2 and typical electronic micropipettes (for instance, the maximum pipetting speed of the Eppendorf electronic pipette Xplorer is 300 μL/0.9 s = 333.3 μL/s (“Eppendorf Liquid Handling Operating Manual Xplorer/Xplorer plus,” n.d.) . While it is uncertain whether these findings can be generalized to different conditions, such as variations in tip shape, cell density, strain, and liquid medium viscosity, we provide detailed experimental protocols and code (see Methods) to support researchers in exploring the biological impact of pipetting speed using a similar approach.

For successful robotic experiments in life sciences, it is necessary to step-by-step verify the relationship between robotic operational parameters—such as pipetting speed, plate transportation speed, and the speed of opening and closing an incubator door—and cellular responses. This study serves as a reference for determining appropriate parameter ranges in the implementation of future automated experiments.

## Methods

***Code availability***

The Python scripts, shell scripts, and Jupyter notebooks that were used in the experiments and the data analyses are available from the GitHub repository: https://github.com/bioinfo-tsukuba/OT2_pipspd_paper

***Preparation of YPD liquid medium for spotting***

Powdered reagents at a final concentration of 2% Peptone (Bacto Peptone, 211677; Thermo Fisher Scientific, Waltham, Massachusetts, US), 1% Yeast Extract (Bacto Yeast Extract, 212750; Thermo Fisher Scientific), and 0.003% Adenine (6-Aminopurine, 012-11512; FUJIFILM Wako Pure Chemical Corporation, Tokyo, Japan) were added to a 500 mL glass bottle and dissolved in 450 mL of deionized water to make up the yeast extract peptone (YP) liquid medium. In parallel, 500 mL of 20% dextrose (D(+)-glucose, 045-31167; FUJIFILM Wako Pure Chemical Corporation) solution was prepared with deionized water in a 500 mL glass bottle. The opening of each glass bottle was covered with aluminum foil, and it was autoclaved with an autoclave machine (LSX-500; TOMY SEIKO Co. Ltd., Tokyo, Japan) at 120°C for 2 h. After autoclaving, 50 mL of the 20% dextrose solution was added to 450 mL of the YP liquid medium to make up the yeast extract peptone dextrose (YPD) liquid medium.

***Preparation of YPD agar plates***

For the YPD agar medium, powdered reagents at a final concentration of 2% Peptone, 1% Yeast Extract, 2% Agar (STAR Agar L-grade 01, RSU-AL01-500G; Rikaken Co., Tokyo, Japan), and 0.003% Adenine were added to a round flask and dissolved in 450 mL of deionized water. The flask's opening was covered with aluminum foil, and it was autoclaved with an autoclave machine (LSX-500; TOMY SEIKO Co., Ltd.) at 120°C for 2 h. After autoclaving, 50 mL of 20% dextrose solution was added to 450 mL of the medium to make up the YPD agar medium. Then, the YPD agar medium was poured onto microplate petri dishes (4846-MPS, Watson Co., Ltd., Tokyo, Japan) on a clean bench. The petri dishes were left on a clean bench for 2 d to allow the agar to harden and the surface to dry.

***Yeast strains***

We used budding yeast *Saccharomyces cerevisiae* for a eukaryotic model organism in yeast. The following yeast strain was used in this study: W303-1B wild-type (WT) strain ( *MATa ade2 trp1 can1 leu2 his3 ura3* ).

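Of the genes in this genotype, ADE2 (YOR128C) had 298 ± 30.03 CPM (SD, n = 24 samples), TRP1 (YDR007W) 11.1 ± 1.07, CAN1 (YEL063C) 190.1 and URA3 (YEL021W) 475, and LEU2 and HIS3 were not analysed here. Such counts do not show which allele was transcribed. Of genes transcribed in cells of 1 mating type, the α-specific genes MF(ALPHA)1 (YPL187W), SAG1 (YJR004C), STE3 (YKL178C) and MF(ALPHA)2 (YGL089C) had mean counts of 16398, 7090, 6061 and 2493 per sample. The a-specific genes STE6 (YKL209C), BAR1 (YIL015W) and STE2 (YFL026W) had 378, 106 and 94.1. Summed over these genes, the authors' TPM was 5213 to 6350 for the α-specific genes and 13.8 to 19.8 for the a-specific genes, and the former was higher in 24 of 24 samples. STE2 TPM, the receptor for α-factor, was between 1.22% and 2.4% of STE3 TPM, the receptor for a-factor. MFA1, MFA2 and AGA2 were not analysed here.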

***Preparation of the yeast strains***

The yeast strain from -80°C freeze stock was inoculated on the YPD agar medium and was incubated in a 30°C incubator (MIR-154-PJ; PHC Holdings Corporation) for 2 d.

***Liquid culturing***

In two autoclaved test tubes, 3 mL of the YPD liquid medium were added to each tube, and the yeast colonies were inoculated. The test tubes were incubated in a shaking water bath (Personal-11, 0069409-000; TAITEC CORPORATION, Saitama, Japan) at 30°C and 160 rpm for 16 h. Then, 3 mL of culture medium in the test tubes were inoculated in 27 mL of fresh YPD liquid medium in new 250 mL Erlenmeyer Flasks (Corning Inc. NY, US), and they were incubated in a shaker (BR-40LF, TAITEC CORPORATION) at 30°C and 160 rpm for 3 h.

***Liquid-handling robot***

The OT-2 (999-00047, Opentrons Labworks Inc.) was used. The OT-2 Single-Channel Pipette P20 GEN2 (999-00002, Opentrons Labworks Inc.) and OT-2 Single-Channel Pipette P20 GEN2 (999-00003, Opentrons Labworks Inc.) were set.

***Setting labware on the decks of the Opentrons OT-2***

We placed labware on the OT-2 decks as follows: Deck 4, Opentrons tiprack with OT-2 300 µL tips (999-00009, Opentrons Labworks Inc.); Deck 5, Opentrons tiprack with OT-2 20 µL tips (999-00007, Opentrons Labworks Inc.); Deck 6, YPD agar in Microplate Petri Dish (Watson Co., Ltd., Tokyo, Japan); Deck 7, Opentrons Tube Rack with a tube holder top for 10 tubes (999-00030, Opentrons Labworks Inc.) containing three 50 mL tubes (2324-050N; IWAKI (AGC), Shizuoka, Japan)) in A4 (30 mL culture of biological replicates #1), B4 (30 mL culture of biological replicates #2), and B3 (50 mL Milli-Q water); Deck 8, Opentrons Tube Rack with a tube holder top for 24 microtubes (999-00030, Opentrons Labworks Inc.) containing 24 x 2 mL screw cap microtubes (72.694.305; SARSTEDT K.K., Tokyo, Japan); Deck 9, YPD agar in Microplate Petri Dish (Watson Co., Ltd.); Deck 10-11, PlateShuttle (a DIY plate transportation system, https://github.com/bioinfo-tsukuba/PlateShuttle); Deck 11, 96-well polypropylene microplate (3997; Corning Inc.) was placed on the PlateShuttle ( https://github.com/bioinfo-tsukuba/PlateShuttle ). PlateShuttle is an open-source hardware/software solution for plate transportation and absorbance measurement, enabling the seamless loading/unloading of a plate into Absorbance 96 Plate Reader (Byonoy GmbH, Hamburg, Germany) on OT-2 and the measurement of absorbance. The detailed deck design is available on GitHub ( Experimental Design.pdf ).

***Execution of experiments with OT-2***

The protocol was executed using a laptop computer (MacBook Air, Apple Inc., CA, US) connected to the OT-2 via Secure Shell (SSH) and the PlateShuttle via a serial connection. Before running the experiment, we made a .env file in the ‘OT-2_pipspd_paper’ directory and filled in the path of the SSH key and IP address of the devices. We executed the Jupyter notebook ‘ run_experiment.ipynb ’ step-by-step in the Visual Studio Code. The Jupyter notebook consists of the following steps: (1) configuration of agar weight and inserting position of a microplate, (2) loading of necessary modules, (3) preparation of directories and check connection with OT-2, (4) check of connection with PlateShuttle, (5) run of ‘ run_first_half.py ’ (see below), 6) run of PlateShuttle and measurement of the absorbance at 620 nm using Absorbance 96 Plate Reader, (7) calculation of liquid volume based on absorbance at 620 nm for normalizing the cell densities between samples, and (8) run of ‘ run_second_half.py ’ (see below).

The ‘ run_first_half.py ’ script is an OT-2 protocol written in Python for pipetting yeast liquid culture from two biological replicates in 50 mL tubes on deck 7 into a 96-well plate on deck 11 for absorbance measurements, using the four different pipetting speeds. The ‘ run_second_half.py ’ script contains the OT-2 protocol for the following experimental procedures: (1) Dispensing Milli-Q water into 2 mL tubes on deck 8 and spotting wells based on dilution rates calculated from the measured absorbance, (2) Transferring yeast from each sample tube into the 2 mL tubes at specified pipetting speeds, (3) Dispensing yeast from the 2 mL tubes into the spotting wells at specified pipetting speeds, and (4) Spotting each sample onto agar plates on deck 6 and deck 9.

***Pipetting speed setting***

Since information on the possible range of pipetting speeds of OT-2 micropipettes is not officially provided, we determined its maximum and minimum pipetting speeds experimentally. Specifically, we measured the total elapsed time for performing a mixing task 10 times while varying the pipetting speed. We observed that the total elapsed time plateaued at a maximum speed of 290 µL/sec and a minimum speed of 50 µL/sec. Thus, we determined that the maximum pipetting speed of the OT-2 is 290 µL/sec and the minimum is 50 µL/sec. By taking values at equal intervals between the minimum and maximum values, we considered an arithmetic progression and set the pipetting speed levels to 50, 130, 210, and 290 µL/sec.

***The order of spotting***

As we used single-channel pipettes in the OT-2 experiment, only one spot could be processed at a time, meaning that the order of spotting determines the differences in spotting time among colonies. Since the average doubling time of yeast is 90 minutes and the time difference between first spotted colony and last spotted one is about 70 minutes, colonies spotted earlier may appear to reach the growth curve's onset and maximum slope earlier. Thus, in the spot assay conducted with ‘ run_second_half.py ’, we specified the order of spotting to prevent confounding between pipetting speed and spotting order ( agar_plate_annotation.csv , colonies were spotted from top to bottom).

***The positions of spots***

In preliminary experiments, when spots were arranged in a 4×6 matrix on each plate, the perimeter spots exhibited faster growth rates than the inner spots. This difference is likely due to a stronger inhibitory effect when more adjacent colonies are present (Palková et al. 1997) . To minimize growth rate differences caused by spot positions in the spot assay conducted with ‘ run_second_half.py ’ additional spots were placed outside the perimeter, expanding the matrix from 4×6 to 6×8. This ensured that the 4×6 spots used for growth data were all positioned as inner spots on each plate. The spot arrangement design is available on GitHub ( Experimental Design.pdf ).

***Quantitative cell growth assay***

Upon completing the OT-2 experiments, the microplate Petri dishes were covered with lids and placed agar-side down on a flatbed scanner (GT-X980, EPSON, Tokyo, Japan) inside the incubator, ensuring proper alignment with the scanner corners. The scanner was connected to a computer running Ubuntu 20.04 via a USB serial connection through the incubator vent. Time-lapse scanning was initiated using a custom script ( scan-epson-lower.sh ), which executed the Linux command ‘scanimage’ to capture images at 600 dpi resolution every 10 minutes for 72 hours, yielding a total of 432 images.

For subsequent image processing, a dedicated script was used to crop individual plates from each image and rotate them for grid-aligned spot positioning ( 001_rotate-crop.ipynb ). Cell density was quantified from the processed images using baQFA (version 0.1.0) (Frey et al. 2021) . The maximum relative growth rate, defined as the ‘nr’ parameter in baQFA, corresponds to the maximum slope of log-scaled growth curve of cell density. In baQFA, the ‘nr’ parameter (h ^−1^ ), a numerical estimate of the intrinsic growth rate, was calculated using the following steps: (1) Fitting locally weighted scatterplot smoothing (LOESS) functions to the log-transformed growth curve data, (2) Dividing the domain into intervals of width 10 ^−4^ , (3) Calculating the slope for each interval, (4) Selecting the maximum slope among all intervals. The baQFA analysis codes and results are available on GitHub ( 240415_baQFA ).

***RNA-Seq sample preparation***

Numbers 1–24 were labeled on the screw caps and 2 mL tubes. Cells were collected by centrifugation at 10,000 × g for 1 minute (MX-305; TOMY, Tokyo, Japan). Each 2 mL tube was then supplemented with 1.00 g of 0.5 mm Zirconia/Silica Beads (11079105z; BioSpec Products, Inc., Oklahoma, US) and 500 µL of ISOGEN (319-90211; Nippon Gene Material Co., Ltd., Tokyo, Japan). Cells were homogenized using a Micro Smash (MS-100R; TOMY) at 3,500 rpm for 240 seconds, followed by the addition of an additional 500 µL of ISOGEN. Homogenization was repeated at 3,500 rpm for 60 seconds. Finally, 800 µL of the supernatant was collected into a new 1.5 mL tube for RNA-Seq library preparation.

***RNA-Seq***

RNA sequencing was performed by Tsukuba i-Laboratory LLP (Tsukuba, Japan) as follows. RNA quantification and quality assessment were conducted using the Bioanalyzer RNA 6000 Pico Kit (5067-1513; Agilent Technologies). The RNA integrity number (RIN) (Schroeder et al. 2006) was confirmed to be greater than 7.60.

For RNA-seq, poly(A) RNA was purified from 100 ng of total RNA using a Poly-T column kit (E7490, New England Biolabs (NEB)). RNA-seq libraries were prepared from the purified RNA using the NEBNext Ultra Directional RNA Library Prep Kit for Illumina (E7420; NEB), following the manufacturer’s protocol. Finally, 1.5 pM of pooled library DNA was sequenced (36 nt paired-end reads) on an Illumina NextSeq 500 System (SY-415-1001; Illumina) with the NextSeq 500 High-Output v2 Kit (FC-505-2005; Illumina).

***RNA-seq data preprocessing***

The reference genome ( W303_SGD_2015_JRIU00000000.fsa.gz ) and gene annotation file ( W303_JRIU00000000_SGD.gff.gz ) for *Saccharomyces cerevisiae* W303 were downloaded from the Saccharomyces Genome Database ( http://sgd-archive.yeastgenome.org/sequence/strains/W303/W303_SGD_2015_JRIU00000000/ ). We note that the genome and gene annotation files are accessible via an HTTP (not HTTPS) URL provided above. Depending on web browser security settings, downloads initiated via HTTP may trigger security warnings or be temporarily blocked. Users encountering download issues should explicitly allow or bypass the browser warnings to successfully retrieve the genome files.

FASTQ reads were merged, and adapter sequences and low-quality bases were trimmed using fastp (version 0.23.2) with the following parameters: '-q 15 -n 10 -t 1 -T 1 -l 20 -w 16 -A'. The trimmed reads were then aligned to the *S. cerevisiae* W303 reference genome using STAR (version 2.7.10a) with the parameters '--quantMode TranscriptomeSAM --outSAMtype BAM SortedByCoordinate'. Read counts and transcript abundance (TPM, Transcripts Per Million) were quantified using RSEM (version 1.3.1) with the parameters 'rsem-calculate-expression --alignments --paired-end --strandedness reverse --estimate-rspd'.

The RNA-seq data from this study have been deposited in NCBI's Gene Expression Omnibus (GEO) (Edgar, Domrachev, and Lash 2002) and available under the accession number GSE266380 ( https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE266380 ).

***Statistical analysis***

We performed ANOVA using the ‘anova’ function in R (version 4.4.2) to assess the effects of pipetting speed (speed), biological replicates (biorep), and elapsed time (elapsed_time) on the maximum relative growth rate (nr; the maximum slope of the log-scaled growth curve). Elapsed time for each yeast spot was calculated from OT-2 experimental logs, measuring the duration from when the yeast was taken from the liquid culture in 50 mL tubes on deck 7 to when the yeast was spotted. Nr was normalized with the median of nr within the same plate. The model for ANOVA was as follows: nr ~ biorep + speed + elapsed_time + biorep * speed + speed * elapsed_time + elapsed_time * biorep + biorep * speed * elapsed_time. The source code and ANOVA results are available on GitHub ( integrated_analysis.md ).

RNA-seq data analysis was conducted using R (version 4.4.0). Lowly expressed genes (average count ≤ 1 across samples) were excluded. The effects of biological replicates and pipetting speeds were analyzed using the GLM mode of EdgeR (version 4.1.31). The model for GLM was as follows: count ~ speed + biorep. False discovery rates (FDRs) were computed using the Benjamini-Hochberg procedure for multiple testing correction. Data visualization was performed with ggplot2 (version 3.5.1). Source code and result files are available on GitHub ( analysis.md ).

***Declaration of generative AI and AI-assisted technologies in the writing process***

During manuscript preparation, the authors used ChatGPT (GPT-4o) (OpenAI, CA, USA), a large language model, for English translation, grammar correction, and stylistic refinement. The AI tool was applied to individual sentences and paragraphs but was not used to generate new content or modify scientific conclusions. All content was thoroughly reviewed and edited by the authors, who take full responsibility for the manuscript's accuracy, originality, and integrity.

## Reagents

**Table:** 

STRAIN	GENOTYPE	AVAILABLE FROM
W303-1B wild-type	*MATa ade2 trp1 can1 leu2 his3 ura3*	(Tadauchi et al., 2001)

**Table:** 

REAGENT	PRODUCT ID	AVAILABLE FROM
Bacto Peptone	211677	Thermo Fisher Scientific
Bacto Yeast Extract	212750	Thermo Fisher Scientific
Adenine	012-11512	FUJIFILM Wako Pure Chemical Corporation
D(+)-glucose	045-31167	FUJIFILM Wako Pure Chemical Corporation
STAR Agar L-grade 01	RSU-AL01-500G	RIKAKEN HOLDINGS CO., LTD.
ISOGEN	319-90211	Nippon Gene Material Co.,Ltd.
Bioanalyzer RNA 6000 Pico Kit	5067-1513	Agilent Technologies, Inc.
Poly-T column kit	E7490	New England Biolabs
NEBNext Ultra Directional RNA Library Prep Kit	E7420	New England Biolabs

**Table:** 

Material	PRODUCT ID	AVAILABLE FROM
OT-2 20µL Tips	999-00007	Opentrons Labworks Inc.
OT-2 300µL Tips	999-00009	Opentrons Labworks Inc.
Screw cap micro tube, 2 ml	72.694	Sarstedt K.K.
4-in-1 Tube Rack Set	999-00030	Opentrons Labworks Inc.
Microplate Petri Dish with Lid Sterilized	4846-MPS	Watson Co., Ltd., Tokyo, Japan
Corning 250 mL Polycarbonate Erlenmeyer Flask with Vent Cap	431144	Corning Inc. NY, US
96-well polypropylene microplate	3997	Corning Inc. NY, US

## Data Availability

Description: Supplementary Table 1: Pairwise Pearson correlation coefficients (PCCs) of 5,193 gene expression between 24 samples.. Resource Type: Dataset. DOI: https://doi.org/10.22002/82xv5-wk067

How the deposited data were processed for this re-analysis (not part of the article)

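RNA-seq data of 24 yeast samples were used, with 4 pipetting speeds (50, 130, 210 and 290 µL/s), 2 biological replicates and 3 technical replicates. Speed, biological replicate and technical replicate of each sample were taken from the sample labels. According to the paper, the authors trimmed the reads with fastp, aligned them to the W303 genome of the Saccharomyces Genome Database with STAR and quantified them with RSEM using the strand of the reads. The authors deposited 1 table per sample with expected counts, TPM, length and effective length for 5193 genes. The deposited expected counts are RSEM's estimates of reads per gene and are not normalized, and 23.8% of them are not whole numbers. The TPM values were normalized for gene length and library by the authors with RSEM. No table of the whole series was used here, and the growth assay was not analysed here.

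Expected counts were rounded to whole numbers. Totals per sample were between 11555761 and 15464428 with a median of 13123655.5. Of the 5193 genes, 2 had a count of 0 in every sample and 51 had an average count of 1 or less, and the latter were excluded, which left 5142. Gene names were taken from an annotation of the R64 assembly by systematic name, which matched 5151 of the genes, and the other 42 keep the identifier of the files. No coordinates of that assembly were used. Gene lengths in the files are coding lengths, since 100% are multiples of 3, and mean fragment length per sample was taken as length minus effective length. Genes with near-identical copies, ribosomal protein genes and MF(ALPHA)1 and MF(ALPHA)2 among them, share reads that RSEM divides between the copies.

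Differential expression was tested in R 4.3.3 with edgeR 4.0.16 (TMM, glmQLFit and glmQLFTest) over all 24 samples with the paper's model, count ~ speed + biorep, Benjamini-Hochberg adjustment and an FDR threshold of 0.01. The differences among technical replicates were tested after adding technical replicate as a term, and interactions of speed with either kind of replicate by adding them to the model. The alternatives were DESeq2 size factors in edgeR, total counts without TMM, DESeq2 1.42.0, limma 3.58.1 with voom, edgeR's likelihood ratio test, no filter or filterByExpr in place of the filter on average counts, counts that were not rounded, an FDR threshold of 0.05, technical replicate as a term, no term for biological replicate, only the 2 speeds compared, mean fragment length as a covariate, and each sample left out in turn. Samples, tests, gene lists, alternatives and the rule for named genes were fixed before the data were examined. Chosen afterwards were edgeR's legacy quasi-likelihood fit, an offset per sample with a smooth trend on GC content and coding length, the alternatives in the model with the technical replicate term, fits within 1 technical replicate number, the interaction of biological with technical replicate, the square root of 1 − PCC as the distance, and the lists of hypoxic and respiratory chain genes. GC content was taken from the same R64 annotation and was known for 99.2% of the genes.

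PCCs were computed in Python 3.11.15 with NumPy 2.4.6 and SciPy 1.17.1 for all pairs of samples. Pairs were compared with the Wilcoxon rank-sum test, as in the paper, and by permuting sample labels within the other 2 factors, with 100000 permutations or exactly for biological replicate (4096 labellings). Labels permuted within the other factors do not give a mean difference of 0, so p was measured around the mean of the permutations. This was chosen after the results were seen. Measured around 0, as at first, p was 0.996 for speed and 0.973 for biological replicate, which does not test for a difference. MDS was the classical kind on 1 − PCC. Shares of squared distance were computed for each factor and tested with the same permutations, with 2000 where 1 sample was left out. Alternatives were TPM, log2(CPM + 1), log2(TPM + 1), Spearman correlation, no filter or filterByExpr, the 50 most abundant genes left out, the leading log fold changes of 500 genes for the MDS, and each sample left out in turn.

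Gene lists were tested with limma's camera (correlation between genes 0.01) on log2 CPM with a prior count of 2, in the model with the technical replicate term, with fry, an estimated correlation, a prior count of 0.5 and no technical replicate term as alternatives. The lists held 68 genes with names of the ribosomal protein form, 20 ribosome biogenesis genes, 17 stress response genes, 16 heat shock factor targets, 15 cell wall integrity genes and 16 glucose-repressed genes found among the genes kept, and lists with fewer than 5 were not tested. The name rule for ribosomal proteins also matched RPP1, a subunit of RNase P, so the tests were repeated without it, an alternative chosen after the results were seen, with the same number of calls (23 of 42). The heat shock factor targets were also tested without genes on the stress response list, chosen after the results were seen. Genes named in the text are those of the paper's genotype, mating-type specific genes, the gene with the lowest p in each comparison and, where genes passed the threshold, the 3 largest rises and the 3 largest falls among those changed in the same direction in each biological replicate or, for technical replicates, in each of the 8 combinations of speed and biological replicate. The pipeline was tested on simulated counts with 200 changed genes. In simulations without changed genes, 0 genes were called. The simulated counts had no correlation between genes and no shift shared by technical replicates. They therefore do not give the rate of false calls in the real samples. Each technical replicate was entered as a sample of its own, as in the paper's model. Each biological replicate is 1 culture, so tests between the 2 measure spread between libraries and not between cultures.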

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

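Chosen only after the results were seen were the comparisons with other label splits (except that for the interaction of biological with technical replicate), the interaction itself, the offset for GC content and length, the fragment length covariate and the omission of single samples read as tests of a cause, the shared deviation of samples with 1 technical replicate number, the correlation within technical replicate 1, the stress response genes read as a test of a cause (their list and contrasts were planned), the heat shock factor targets without shared genes and the library size of 50 µL/s B1T3.

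The paper does not analyse technical replicate, and 2478 of the 5142 genes differed among the 3 technical replicate numbers at an FDR below 0.01 (edgeR). Of these comparisons, 2 against 1 gave 221 genes (93 higher, 128 lower), 3 against 1 gave 2536 (1346 higher, 1190 lower) and 3 against 2 gave 1982 (1036 higher, 946 lower). HSP12 had the lowest p, with 329 ± 36.3 CPM (SD, n = 8) in technical replicate 1, 250.7 ± 31 CPM in 2 and 169 ± 21.8 CPM in 3 (log2 fold change −0.96 for 3 against 1, FDR = 1.49e-13, edgeR). SSA4 had the lowest p for 2 against 1 (log2 fold change −0.53). Among genes changed in the same direction in all 8 combinations of speed and biological replicate, the largest rises from 1 to 3 were FET3 (1.28), NDE1 (1.22) and AAH1 (1.11) and the largest falls HSP26 (−1.93), DAN1 (−1.92) and HSP30 (−1.90), all on the log2 scale. By the same rule, the largest changes of technical replicate 3 against 2 were rises in CYC1 (1.36), NDE1 (1.24) and FET3 (1.21) and falls in GPM2 (−1.37), DAN1 (−1.19) and HSP26 (−1.14). For 2 against 1 the largest rises by this rule were YDR124W (0.48), CIP1 (0.27) and HHF1 (0.25) and the largest falls HSP26 (−0.79), HSP30 (−0.76) and SHH3 (−0.57).

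In 100 label splits, the real one included, only 1 gave as many genes for the joint test, and likewise 1 for 2 against 1, 1 for 3 against 1 and 1 for 3 against 2, so chance can be excluded. Thinning every library to the smallest total left 2425 genes, of which 2377 were shared, which argues against library size. Without the 50 most abundant genes it was 2438, with 2375 shared, which argues against a few genes that take most counts. An offset for GC content and length gave 2483 genes and mean fragment length as a covariate 2389, which argues against both as the whole cause. The lowest count with 1 sample left out was 2295, without 50 µL/s B1T3, so no single library accounts for it. The samples of technical replicate 3 deviated from their group means together, with a median correlation over genes of 0.736 among their 28 pairs, which is what a batch in handling or library preparation and a shared state of the cells would both give. These cannot be told apart, because the paper and the labels name no batch. According to the paper, pooled libraries were sequenced, so separate sequencing runs have no basis there.

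Several sets of genes moved between technical replicates 3 and 1. Stress response genes were lower (median −0.77, 16 of 17 lower, camera adjusted p = 1.12e-10), and heat shock factor targets were lower (median −0.34, 15 of 16 lower, adjusted p = 5.47e-05; 11 of 16 under total counts). Of these 16, 4 are also on the stress response list, and the other 12 fell less (median −0.12, 11 lower, camera adjusted p = 0.011, fry adjusted p = 5.3e-05). Ribosome biogenesis genes were higher (median 0.61, 20 of 20, adjusted p = 1.93e-10), as were ribosomal protein genes without RPP1 (median 0.15, 64 of 67, adjusted p = 1.09e-09). These 4 calls hold with fry and not with an estimated correlation between genes. A change in the general stress response may therefore be part of the pattern. Cell wall integrity genes did not move as a set (adjusted p = 0.683, median above and mean below 0). Glucose-repressed genes gave an adjusted p of 0.812, with 12 higher and 4 lower, so a difference in glucose depletion stays open, since members that go both ways decide nothing. Hypoxic genes were lower (median −0.43, 15 of 19) and respiratory chain genes higher (median 0.26, 17 of 20) from technical replicate 1 to 3, and the larger of their 2 adjusted p was 0.042. From technical replicate 1 to 2, hypoxic genes were lower (14 of 19, adjusted p = 0.0097) and respiratory chain genes were lower too (20 of 20, adjusted p = 0.0075), which a better supply of oxygen would not give. DAN1, GPM2, CYC1 and NDE1 were left out of these 2 lists, which were written after those genes had been seen. For 3 against 1, the hypoxic genes held with fry (2.65e-08) and the respiratory chain genes did not (0.0703), and with an estimated correlation neither held (0.241 and 0.791). For 2 against 1, the respiratory chain genes did not hold with fry (0.298). From technical replicate 2 to 3, hypoxic genes were lower (15 of 19, adjusted p = 0.0012, fry 1.81e-06) and respiratory chain genes higher (18 of 20, adjusted p = 4.79e-04, fry 0.00909), as more oxygen would give, and neither held with an estimated correlation (0.241 and 0.534). A difference in oxygen stays open, since the 3 comparisons do not all go the same way. Time between the cultures and the collection of the cells is a candidate explanation that was not tested, since the order in which the RNA samples were handled was not analysed here.

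The difference between biological replicates depended on the technical replicate for 326 genes (interaction, FDR below 0.01, edgeR, JEN1 lowest). Of 100 label splits, 3 gave as many, the real one included, and the largest other count was 402. Chance is therefore unlikely at that level, but it is not excluded. It was tested whether the libraries of 1 biological replicate lay further along the change between technical replicates 3 and 1. Across the 5142 genes, which are not independent, the difference between biological replicates correlated with that change at r = −0.196 within technical replicate 1, r = 0.18 within technical replicate 2 and r = −0.098 within technical replicate 3. All 3 values lay within the limit of 0.5 in either direction used for such correlations. Their sign differed, which an interaction along that change would also give, so the sign decides nothing. Their size argues against this explanation as the main source of the difference across all genes. Their spread was not estimated and the 326 genes were not tested apart. For these genes the explanation stays open, as does a smaller part across all genes. With 1 sample left out, the count lay between 221 and 378. Library preparation and the state of the 2 cultures stay open, and neither was tested.

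A sample lay apart from the others of its group in 14 of 252 groups examined (5.6%), and chance gives about 1 in 20. On MDS coordinate 1, 50 µL/s B1T3 lay at 0.03149, and the other 7 samples of technical replicate 3 between 0.00379 and 0.01279. Its mean PCC with all other samples was 0.97424, also apart. Its total count of 13198336 was not the lowest of the 8, since 2 were lower, which argues against a small library. Its deviation from the other samples of technical replicate 3 correlated across genes with the change between technical replicates 3 and 1 at r = 0.56, against −0.583 to 0.056 for the other 7. Since coordinate 1, on which the sample was singled out, is the axis that separates technical replicates 3 and 1, this value restates its position and decides nothing. AAH1, a gene of that change, was also apart in it, with 83.72 CPM. The mean PCC of 290 µL/s B2T1, 0.98994, lay apart both among the 6 samples at 290 µL/s and among the 8 of technical replicate 1, as did its ADE2 (232.57 CPM) and GPM2 (236.66 CPM) in technical replicate 1. In groups of 1 speed, where technical replicates are mixed, samples of technical replicate 3 lay apart in NDE1 (290.99 CPM in 290 µL/s B2T3), CYC1 (158.25 CPM in 210 µL/s B2T3 and 130.02 CPM in 290 µL/s B2T3) and TRP1 (8.82 CPM in 130 µL/s B2T3). In groups of 1 technical replicate number, the others were URA3 in 50 µL/s B1T2 (393.21 CPM), MF(ALPHA)1 in 210 µL/s B1T3 (1221.98 CPM) and YHL005C in 210 µL/s B2T3 (0.31 CPM). Apart from the library size of 50 µL/s B1T3, no explanation was tested for these samples, and the number of groups is near what chance gives.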

How the results depend on the processing

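Alternatives in the model with the technical replicate term, fits within 1 technical replicate number, the offset for GC content and length, the square root of 1 − PCC and the permutation p around the mean of the permutations were chosen after the results were seen. In what follows, the cause of a change was not tested, apart from those that follow from fewer samples or another threshold. The 0 genes at 130 and 210 µL/s stayed at 0 under every alternative in the paper's model. Within technical replicate 3 each gave 1 gene, and with the technical replicate term 210 µL/s gave 2 with DESeq2 and 3 with the likelihood ratio test. The 2478 genes among technical replicates, and those of 3 against 1 and 3 against 2, stayed within 1.5 times under every alternative and without any 1 sample.

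The 2 genes at 290 µL/s became 1 with DESeq2 size factors, limma-voom or filterByExpr, 11 with DESeq2, and 0 with total counts, no biological replicate block, fragment length as a covariate, the offset for GC content and length or only the 2 speeds. The labels give no more than a number for what technical replicates have in common. Deviations of samples with 1 number correlated above 0.1 in 27 of 28 pairs for technical replicate 1 (lowest 0.031), in 13 of 28 for technical replicate 2 and in 28 of 28 for technical replicate 3, so not every pair was above it. With technical replicate as a block, 290 µL/s gave 202 genes, biological replicates 19, the 4 speeds 35, speed and biological replicate together 75 and the linear trend 247, and the 0 genes at 130 and 210 µL/s and for the interaction of speed with biological replicate were unchanged. Within technical replicates 1, 2 and 3, 290 µL/s gave 0, 11 and 47 genes. Biological replicates gave 13 with DESeq2, 5 with the likelihood ratio test, 8 at an FDR of 0.05, and 401 and 121 within technical replicates 2 and 3. The 4 speeds gave 2 with DESeq2, 2 with the likelihood ratio test, 1 at an FDR of 0.05 and 10 within technical replicate 3. Speed and biological replicate together gave 24 with DESeq2, 3 with the likelihood ratio test, and 0 with total counts or the offset. The trend gave 24 with DESeq2, and 0 with no biological replicate block, fragment length or the offset. Technical replicates 2 against 1 gave 349 with DESeq2 and 541 at an FDR of 0.05, and the interaction of biological with technical replicate 691 at 0.05. Of the genes called for 3 against 1, 53.1% were higher with TMM, 50.5% with DESeq2 size factors and 66.6% with total counts, with which the median log2 fold change of all genes was 0.06, against 0.01 with TMM.

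With the technical replicate block, the 202 genes at 290 µL/s became 383 with DESeq2, 7 with fragment length, 0 with only the 2 speeds and 685 at an FDR of 0.05. The 19 genes of biological replicates became 126 with DESeq2, 84 with the likelihood ratio test, 8 with fragment length and 212 at 0.05. The 35 genes among the 4 speeds became 195, 126, 0 and 159 in the same order.

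The lowest PCC was 0.934 with TPM, 0.970 with log2(CPM + 1), 0.968 with log2(TPM + 1) and 0.917 without the 50 most abundant genes, and the median without those was 0.984. The share of speed was 20.4% of squared distance and 15.3% of coordinate 1 with TPM (permutation p = 0.00879 and 0.00389), and 7.58% and 6.72% with the square root of 1 − PCC (permutation p = 0.00449 and 0.00868), all past 0.05. The share of biological replicate passed 0.05 with log2(TPM + 1) (4.93%, exact permutation p = 0.0459), without the 50 most abundant genes (9.05%, exact permutation p = 0.0117) and with the square root (2.96%, exact permutation p = 0.0273). Over all samples, the share of squared distance with the square root is tested as the pairs that follow are, so it is not a further result. By speed and by biological replicate, pairs that shared a group were more alike than the mean of the permutations (by 0.000465 and 0.000255) with a permutation p below 0.05 under all 7 alternatives of expression values, correlation and filter, while the Wilcoxon rank-sum p over pairs were 0.356 and 0.931. The 23 gene set calls became 15 with fry and 0 with an estimated correlation, and those for speed and biological replicate 5 and 0.

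With 1 sample left out, counts were 0 to 3 at 290 µL/s, 0 to 1 for biological replicates (1 without 130 µL/s B1T1), 0 to 1 for the 4 speeds (1 without 290 µL/s B1T1), 0 to 1 for speed and biological replicate together, 0 to 2 for the trend, 2295 to 2505 among technical replicates, 115 (without 130 µL/s B1T1) to 324 (without 290 µL/s B1T1) for 2 against 1, 2361 to 2636 for 3 against 1, 1787 to 2026 for 3 against 2 and 221 to 378 for the interaction of biological with technical replicate. With the technical replicate block they were 70 (without 290 µL/s B1T2) to 446 (without 290 µL/s B1T1) at 290 µL/s, 9 (without 290 µL/s B2T2) to 51 (without 50 µL/s B1T1) for biological replicates and 6 (without 290 µL/s B2T3) to 90 (without 50 µL/s B1T1) for the 4 speeds. The lowest PCC was 0.953 to 0.973 and the median 0.9952 to 0.9964. The PCC difference beyond the mean of the permutations was −0.000127 (without 290 µL/s B2T1, the 1 reversal) to 0.00122 by speed, with a permutation p below 0.05 in 8 of 24 fits, 5.74e-05 to 0.000401 by biological replicate, below 0.05 in 12 of 24, and 0.0059 to 0.00779 by technical replicate, below 0.05 in 24 of 24. With the square root of 1 − PCC, the share of speed was past 0.05 in 24 of 24 fits and that of biological replicate in 21 of 24 (not without 290 µL/s B1T3, 210 µL/s B1T3 or 50 µL/s B2T3). Shares of squared distance were 2.56% to 13.6% for speed (past 0.05 only at 13.6%, without 50 µL/s B1T2), −1.27% to 3.42% for biological replicate (past 0.05 only at 3.42%, without 50 µL/s B1T3; below 0 without 290 µL/s B2T1, 210 µL/s B2T1, 290 µL/s B1T3 or 50 µL/s B2T3) and 79.5% to 94.5% for technical replicate, and those of coordinate 1 were 7.25% to 13.3%, 0.00162% to 1.02% and 61.2% to 77.2%. Genes whose interval excluded a 2-fold change numbered 5012 to 5033 at 130 µL/s, 5016 to 5036 at 210 µL/s and 4982 to 5028 at 290 µL/s. Depth limits what can be said of MEI5 and YHL005C, with mean CPM below 1.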

Differences from the paper's values

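The comparison of mating-type genes, and the alternatives named as such, were chosen after the results were seen. The paper reports 0 genes with an FDR below 0.01 for 290 against 50 µL/s, and 2 genes, URA2 and RPL39, were found here (edgeR's quasi-likelihood test). Of the alternatives set before the data were examined, total counts only, no biological replicate term, mean fragment length as a covariate, only the 2 speeds compared and 14 of the 24 fits without 1 sample gave the paper's value of 0. The others differed, with 1 gene with DESeq2 size factors, limma-voom or filterByExpr, 2 with the likelihood ratio test, no filter, counts that were not rounded or an FDR of 0.05, 11 with DESeq2, 202 with a technical replicate term and 1 to 3 in the other 10 fits without 1 sample. An offset for GC content and length, which also gave 0, and a fit within technical replicate 1, which gave 0, were chosen after the values had been seen.

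For speed and biological replicate tested together, 1 gene, URA2, passed, against 0 in the paper, whose 4 panels in Fig. 1G show the same FDR values, as such a joint test would give. Of the alternatives set before the data were examined, total counts only and 6 of the 24 fits without 1 sample gave 0. DESeq2 size factors, limma-voom, no filter, filterByExpr, counts that were not rounded, mean fragment length, an FDR of 0.05 and the other 18 fits without 1 sample gave 1, the likelihood ratio test 3, DESeq2 24 and a technical replicate term 75. The offset for GC content and length, chosen after the values had been seen, gave 0.

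The lowest FDR in the paper is about 0.02 in Fig. 1G, read by eye, and the lowest of the joint test here was 0.00304. With total counts only it was 0.020, and with 1 sample left out it was between 0.0204 and 0.0285 for 3 samples, all within 1.5 times of the paper's. Under the other alternatives set before the data were examined it differed, at 0.00213 with DESeq2 size factors, 5.22e-19 with DESeq2, 0.00192 with limma-voom, 4.81e-06 with the likelihood ratio test, 0.00317 with no filter, 0.00198 with filterByExpr, 0.00301 without rounding, 0.000127 with a technical replicate term, 0.00647 with mean fragment length and 0.000318 to 0.0125 without any of the other 21 samples.

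The paper gives the strain's mating type as MATa, while α-specific genes were far above a-specific genes in 24 of 24 samples, with a log2 ratio of a-specific to α-specific TPM between −8.8 and −8.14. The lowest PCC, both Wilcoxon p values, the number of genes listed and the counts of 0 at 130 µL/s, 210 µL/s and between biological replicates match the paper's. The paper gives 5193 genes for its MDS and PCCs, while 5142 were used here, and without the filter the lowest PCC was 0.9528 and the Wilcoxon p values were 0.356 and 0.931.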

Other observations

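Chosen only after the results were seen were the comparisons with other label splits, the offset for GC content and length, the omission of single samples read as a test of a cause, the correlation with the change between technical replicates, the order of the sample numbers and the comparison of mating-type genes.

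In the paper's model, chance was judged from 100 splits of the sample labels, the real one included. As many genes as in the real split were found in 2 splits for the 2 genes of 290 against 50 µL/s. For speed and biological replicate together it was 3 splits, and for the linear trend 2. The largest counts among the other splits were 6, 1087 and 603 genes in the same order, far above the real ones for the last 2. Speed was shuffled within biological replicate, and for speed and biological replicate together both labels were shuffled over all samples. Neither kept the balance of the real labels over technical replicates, so the splits mix speed with technical replicate. How unlikely chance is for these counts can therefore not be told from them. For the counts of 0, all 100 splits gave as many genes, which holds by construction. These were the comparisons of 130 µL/s (100) and 210 µL/s (100) with 50 µL/s, of biological replicates (100), of the 4 speeds (100) and of the interactions of speed with biological replicate (100) and with technical replicate (100). With a term for technical replicate, labels were shuffled within technical replicate. Only the real split (1 of 100) then gave 202 genes for 290 against 50 µL/s. Likewise 1 gave 19 genes for biological replicates and 1 gave 35 for the 4 speeds.

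The 202 genes of 290 against 50 µL/s had small changes, with a median absolute log2 fold change of 0.20. After every library was thinned to the smallest total, 220 genes were called, of which 194 were shared, which argues against library size. Without the 50 most abundant genes 192 were called, with 184 shared, which argues against a few genes that take most counts. An offset for GC content and length gave 197 genes, which argues against these as the whole cause. The count rests in part on single libraries. It was lowest, 70 genes, without 290 µL/s B1T2, and it was 71, 84, 87 and 101 without 290 µL/s B1T3, B2T1, B2T3 and B2T2, 94 without 50 µL/s B2T1 or B1T3, 130 without 50 µL/s B1T2, and 418 and 446 without 50 µL/s B1T1 and 290 µL/s B1T1.

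Libraries at 290 µL/s had longer fragments, with a mean of 187.02 ± 1.81 (SD, n = 6) bases against 182.45 ± 3.12 (SD, n = 6) at 50 µL/s, and were longer in 5 of 6 pairs. Fragment length differed among speeds with a permutation p of 0.0406, and 0.122 after adjustment over 3 factors, so this did not hold after adjustment. Across the 5142 genes, which are not independent, the coefficient of fragment length correlated with the change from 50 to 290 µL/s at r = 0.008, and 40 of 100 permutations of fragment length gave a value as high. With fragment length in the model, the fold changes kept their size (slope 1.014), while the median standard error grew 1.271 times and 7 genes were called. The low r and the kept fold changes argue against fragment length as the source of the change across the 5142 genes. For single genes, the larger standard errors leave the part of fragment length undecided at this number of samples.

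Of the 202 genes, 179 (88.6%) also differed among technical replicates, against 48.2% of all genes. Across genes, the change from 50 to 290 µL/s correlated with the change from technical replicate 1 to 3 at r = −0.621, and 3 of 100 permutations of speed within replicates gave a value as far from 0, with a range from −0.677 to 0.648. Samples at 290 µL/s may thus lie less far along the change that separates technical replicates than samples at 50 µL/s, but this does not account for all of the pattern. URA2 and RPL39 changed little between technical replicates 3 and 1 (log2 fold changes 0.03 and 0.01, FDR = 0.348 and 0.841, edgeR). The ribosomal protein genes without RPP1 changed more at 290 µL/s (median −0.17) than between technical replicates 3 and 1 (0.15), while ribosome biogenesis genes changed less (−0.18 against 0.61). The sample at 50 µL/s lay above that at 290 µL/s on MDS coordinate 1 in 5 of 6 combinations of biological and technical replicate, the exception being technical replicate 1 of biological replicate 1, and in both combinations of technical replicate 3 the samples were ordered 50, 130, 210 and 290 µL/s from high to low. The sample numbers in Fig. 1 run from 290 to 50 µL/s within each combination and from technical replicate 1 to 3, so an effect of the order of handling, if it followed these numbers, and an effect of speed cannot be told apart. The paper states that the order of spotting on agar was set to prevent such confounding, and the order of the RNA tubes was not analysed here. Speed itself stays among the open explanations.

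Summed TPM of 4 α-specific genes was higher than that of 3 a-specific genes in 24 of 24 samples, with a log2 ratio of a-specific to α-specific TPM of at most −8.14. A MATa culture would give a ratio above 0, so this value argues against MATa cells in these cultures, and an error in the stated genotype or another strain may be the source.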
